A study of Homo sapiens and Homo sapiens
Mus musculus and Mus musculus with 200 samples.

How the data were processed

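The series holds 200 samples in 143 groups of chromatin immunoprecipitation followed by sequencing (ChIP-seq). Results came from 70 peak lists and 6 count tables. The 94 samples without a file used here were 86 inputs and 8 V5 libraries taken 3 h after dTAGV-1, and they were not analysed here. Human cranial neural crest cells (hCNCC) were differentiated from the H9 embryonic stem cell line. Edited lines named TWIST1FV, ALX1FV, PRRX1FV and MSX1FNV carry a tag through which the named factor can be degraded with dTAGV-1 (500 nM), and ALX1FV ALX4- also lacks ALX4. HEK293 is a human embryonic kidney line, harvested 24 h after plasmid transfection, and RS4;11 is a human lymphoblast line. Mouse tissue was dissected at embryonic day 10.5.

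Each peak list belongs to 1 library and replicates were not pooled, as the lists differ between replicates. The deposited lists hold for each peak a fold enrichment, a -log10 p, a -log10 q and a whole-number score, by the standard column order, since the files have no header. The peak caller, its control, its threshold and the aligner are not given in the sources used here. Per the labels, human files are in hg38 and mouse files in mm39, and the H3K27ac libraries were aligned to both genomes combined. Fold enrichment, -log10 values and scores are the authors' own values per peak and were used only to describe, rank or filter peaks within a list. Where a list repeats an interval with several summits, the summit with the highest -log10 p was kept. The read depth behind a list is not known from it. Coordinates are printed counting from 1. No peak of the 5 mouse lists lies on chromosome 19, which was not analysed here.

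The authors deposited 6 tables of H3K27ac read counts, 1 per line, over the same 213151 merged ATAC-seq peaks (width 501 to 3398 bp, median 501 bp). Each table has 6 libraries: 0, 3 and 24 h of dTAGV-1 in 2 replicates. The counts are whole numbers that were not normalised. They were treated as read counts although at least 76.7% of the counts of 20 or more were even in every library, as would follow from counting both mates of a pair. Table totals ran from 5137169 to 9173063 per library. The 100 peaks with the highest counts took between 1.79% and 2.13% of a library's total. No 2 of the 36 libraries were identical. Per the labels, mouse O9-1 chromatin was added as a spike-in to the TWIST1FV and WT libraries of H3K27ac and TWIST1. Its reads were not used here, so scaling rests on the peaks themselves and a change in the level of all peaks together could not be measured.

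Counts were tested with edgeR 4.0.16 under R 4.3.3, by its quasi-likelihood test with TMM factors and filterByExpr, in each line alone without a block, at a Benjamini-Hochberg false discovery rate (FDR) of 0.05. Differences between lines in their response were interaction terms in a joint fit of all 36 libraries. Log2 CPM used a prior count of 2. Standard errors of log2 fold changes were taken from the F statistic. Sets of peaks were compared with the other tested peaks by limma 3.58.1 (camera, inter-peak correlation 0.01), with adjustment over 12 tests for TWIST1-bound peaks and 6 for V5-bound peaks. A fold change against libraries that are all at 0 was computed against a floor of 3 counts per library. Where no library of a group had more than 3 counts, the ratio of summed counts to 0 h, per effective library size, was given with an exact (Clopper-Pearson) 95% interval for counting error, which would be too narrow if both mates of each pair were counted. A peak counted as TWIST1-bound when it overlapped a TWIST1 peak of WT cells at 0 h found in both replicates, and as V5-bound when it overlapped a V5 peak of the same line in either replicate.

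Motifs were searched on both strands in a window of 201 bp centred on each summit and in windows placed 1000 bp to either side. The E-box was CAKMTG (K is G or T, M is A or C) and the homeodomain site TAATTA or TAATTG. All gaps from 0 to 20 bp between the 2 sites were counted, and the enriched gap of 4 bp defines the composite motif below. An E-box pair 5 bp apart is called a double E-box. Lists were intersected with bedtools 2.31.1, at least 1 bp being an overlap. Peaks were annotated with GENCODE 44 for human and GENCODE 39 for mouse. The nearest gene is the one with the nearest annotated transcription start site (TSS). Shares of a list have Wilson 95% intervals, which cover counting error only, as do the floors. Comparisons of 2 or 3 replicates used exact permutation tests, and the change with ALX4 over 13 variants an exact sign-flip test, all two-sided (scipy 1.17.1).

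Groups, tests, alternatives and the rule for named peaks were fixed before the data were examined. The rule named, in TWIST1FV, the 3 called peaks per direction at 3 h and at 24 h, and in each other line the 1 called peak per direction at 24 h. These had the largest absolute log2 fold change among peaks above the median level that moved the same way in both replicates. It also named the peaks over a TSS of each targeted gene, and the 3 mouse peaks found only in all facial or only in both limb tissues with the highest lowest -log10 q.

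The 24 h test of each line and one interaction, fitted on TWIST1FV and WT alone over 148460 peaks, were run first on simulated counts for the real peaks. The 3 h tests, the other interactions and the joint fit of all 36 libraries were not simulated. In each line, 100 peaks were changed 2-fold and 100 were changed 4-fold. All of these were drawn from peaks above the median level, so recovery at lower peaks is not known. At 24 h the test recovered 33 of the 100 2-fold changes in WT, 10 in TWIST1FV, 5 in ALX1FV, 27 in ALX1FV ALX4-, 34 in PRRX1FV and 33 in MSX1FNV. Of the 4-fold changes it recovered 80, 67, 61, 82, 80 and 69 in the same order. The interaction between TWIST1FV and WT recovered 2 of 100 and 40 of 100. False calls numbered 2 to 11 per simulation. A set of 5000 peaks shifted by -0.5 was measured at -0.49 in TWIST1FV and -0.50 in ALX1FV.

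Replicate numbers mark clones in ALX1FV, ALX1FV ALX4- and PRRX1FV, per the labels, so they pair the samples there. Deviations from group means of same-numbered libraries correlated at 0.264, 0.253 and 0.257 in ALX1FV, at 0.0367, 0.0306 and 0.0273 in ALX1FV ALX4-, and at 0.0196, 0.0182 and 0.0208 in PRRX1FV, for 0 with 3 h, 0 with 24 h and 3 with 24 h.

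Alternatives for the counts were RLE and library-size scaling, loess offsets, no filter, the replicate as a block, fry in place of camera, other definitions of bound peaks, only the 2 lines compared, DESeq2 1.42.0, and leaving out each library in turn. For peak lists they were a -log10 q of at least 5, the 2000 peaks with the highest -log10 p, a window of 101 bp, a reciprocal overlap of at least 0.5, other motif definitions and each replicate left out. Halved counts and the homeodomain core TAAT were added after the data were seen.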

Results

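The data comprised 200 ChIP-seq samples in 143 groups from human cranial neural crest cells (hCNCC), HEK293 cells, RS4;11 cells and mouse embryonic tissues. TWIST1, a bHLH factor that binds E-box sequences, was profiled in unedited hCNCC (WT), in lines in which a factor carries a degradable tag, in HEK293 cells given TWIST1 or its variants with or without the homeodomain factor ALX4, in RS4;11 cells and in 5 mouse tissues. V5-tagged homeodomain factors were profiled in hCNCC, and the active chromatin mark H3K27ac in 6 hCNCC lines at 0, 3 and 24 h of dTAGV-1. The 36 H3K27ac libraries fell into 18 groups of 2. Their total counts over 213151 ATAC-seq peaks ran from 5137169 in MSX1FNV at 24 h (replicate 1) to 9173063 in WT at 3 h (replicate 1), and the log2 CPM of replicates correlated across peaks at 0.862 to 0.910. The read depth behind the peak lists is not known. HEK293 TWIST1(WT) had 3 replicates with and without ALX4, and the TWIST1 and V5 groups of hCNCC lines had 2. The HEK293 variants and homeodomain partners, RS4;11 cells, the antibody comparison and the mouse tissues had no replicates, so their intervals describe single lists.

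The first comparison asked whether 3 h of dTAGV-1 removed TWIST1 from chromatin in TWIST1FV cells. WT cells had 59282 and 49107 TWIST1 peaks at 0 h and 55669 and 53044 at 3 h. TWIST1FV cells had 33479 and 25034 at 0 h and 835 and 739 at 3 h. The share of 0 h peaks overlapped by the 3 h list of the same replicate was 2.69% ± 0.344 (SD, n = 2) in TWIST1FV and 79.3% ± 3.55 (SD, n = 2) in WT, a difference of -76.6 percentage points. The exact permutation test gave p = 0.333, the smallest value possible with 2 against 2. Requiring a reciprocal overlap moved the difference most, to -72.9. Of the peaks left in TWIST1FV at 3 h, 99.0% and 99.7% overlapped a 0 h peak of the same replicate. The median -log10 q at 0 h was 176 and 142 for 0 h peaks that remained, against 12.4 and 13.9 for those lost. The TWIST1 peaks of WT at 0 h found in both replicates numbered 42318 and served as the reference set for hCNCC.

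The spacing of E-boxes and homeodomain sites was then measured at peak summits. In the reference set, a gap of 4 bp occurred in 1148 peaks, 2.71% of summit windows against 0.0461% of flank windows, a ratio of 58.9. The next highest ratio was 7.60, at a gap of 8 bp. The gap of 4 bp also had the highest ratio with the summits of replicate 2, in the narrower window and among peaks with a -log10 q of at least 5. The double E-box occurred in 0.917% of summit windows, 19.9 times the flanks. In RS4;11 cells the ratio at 4 bp was 2.04, below the 2.34 at 20 bp, while the double E-box stood at 17.8. In HEK293 cells given pCAG-TWIST1, the ratio at 4 bp was 3.74 without ALX4 and 11.9 with it. In mouse tissues it was 50.3 in the frontonasal prominence (FNP), 67.9 in the maxillary prominence (Mx), 48.6 in the mandibular prominence (Md), 57.7 in the forelimb bud (FL) and 40.6 in the hindlimb bud (HL).

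**Figure D1:**
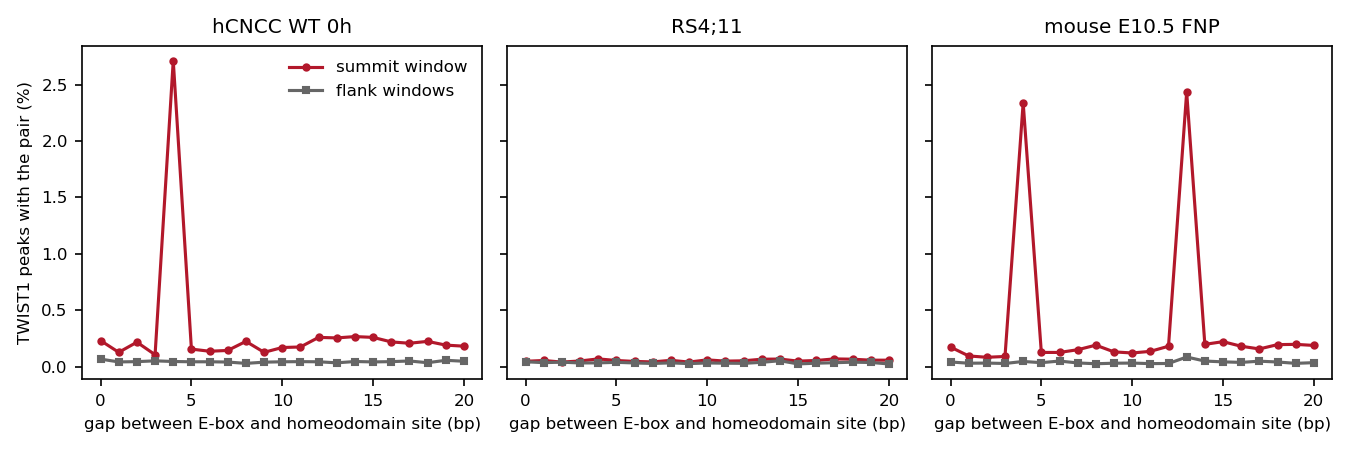
Percent of summit windows and of flank windows with an E-box and a homeodomain site at each gap from 0 to 20 bp, for hCNCC WT at 0 h, RS4;11 cells and mouse FNP. In hCNCC the gap of 4 bp reached 2.71% of summit windows against 0.0461% of flank windows.

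TWIST1 occupancy in RS4;11, a lymphoblast line, was compared with hCNCC using the same antibody. The composite motif was present in 0.0692% of 70826 RS4;11 peaks (Wilson 95% interval 0.0523 to 0.0914), a difference of -2.50 percentage points from the 2.57% of 58395 hCNCC peaks called with the same antibody. RS4;11 peaks overlapped the hCNCC reference set in 12.003% of cases (11.8 to 12.2). Among the 2000 strongest peaks, the alternative that moved both values most, the difference was -5.30 points and the overlap 27.8%. AP2a, another transcription factor profiled in hCNCC with a pair of antibodies, overlapped the list of 58395 TWIST1 peaks in 50.6% of 21519 peaks (49.9 to 51.3) with the Novus antibody and 48.8% of 24454 peaks with the Cell Signaling antibody. A reciprocal overlap lowered these to 26.6% and 26.008%. The composite motif occurred in 0.232% and 0.213% of AP2a peaks.

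HEK293 cells were used to ask whether ALX4 changes where transfected TWIST1 binds. For TWIST1(WT) the composite motif share was 0.173% ± 0.0197 (SD, n = 3) without ALX4 and 0.879% ± 0.132 (SD, n = 3) with it. The exact permutation test gave p = 0.10, the smallest possible with 3 against 3. The rise was 0.669, 0.842 and 0.607 percentage points in replicates 1 to 3, where the exact paired test gave p = 0.25, also its smallest. Among the 2000 strongest peaks, the alternative that moved it most, the mean rise was 2.87 points. The share of peaks overlapping the hCNCC reference set was 26.5% ± 4.38 with ALX4 and 20.3% ± 4.20 without (SD, n = 3, exact permutation p = 0.20). It rose by 8.70, 3.75 and 6.10 points in replicates 1 to 3 (exact paired p = 0.25), and by 27.8 on average among the 2000 strongest peaks, the alternative that moved it most. The lists held 45268 ± 18105 peaks with ALX4 and 36317 ± 17522 without (SD, n = 3, exact permutation p = 0.60), a difference within the spread.

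Other homeodomain factors were set beside ALX4 in single lists. Without a partner, 0.305% of 15395 TWIST1 peaks had the composite motif (Wilson 95% interval 0.230 to 0.406). The share was 1.44% of 12505 peaks with ALX4, 0.684% of 12288 with PRRX1a, 0.762% of 17317 with PRRX1b, 1.78% of 7023 with PHOX2A, and 2.84% of 2498 with MSX1 (2.26 to 3.57). The MSX1 list was the shortest of these. Among the 2000 strongest peaks of each list the share was 3.35% with MSX1, 3.70% with ALX4 and 3.75% with PHOX2A, against 0.90% without a partner. The differences between partners were not tested. With pCAG-TWIST1 the share was 0.141% of 50196 peaks alone and 0.589% of 64536 with ALX4. V5 in cells given only the empty plasmid pUC19 gave 463 peaks, of which 0 had the composite motif (upper Wilson limit 0.823%).

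The variants replaced parts of TWIST1, named here as in the labels. Over 13 variants of TWIST1 the composite motif share rose with ALX4 in 13 of 13, by 0.372 percentage points on average (SD 0.405, n = 13, exact sign-flip p = 0.000244, the smallest possible). The alternative that moved it most, the 2000 strongest peaks, gave a mean rise of 1.12. The rise ran from 0.0585 in TAL1loop to 1.24 in L138F. In 11 variants it lay below the range of the 3 TWIST1(WT) replicates, and in L138F and L138Y above it. With ALX4, L138F reached 1.43% from 0.192% and L138Y 1.35% from 0.114%. As a ratio, 4 variants lay below, 2 within and 7 above the TWIST1(WT) range of 4.52 to 5.73. In the 7 above, the share without ALX4 rested on between 2 peaks (NEUROD1M) and 87 peaks (L138F). In NEUROD1M that share was 0.0196%, below the 0.0343% of its flank windows, so such ratios are uncertain. NEUROD1 itself, a bHLH factor and not a TWIST1 variant, had 0.0981% without ALX4 and 0.153% with it, from 5 and 6 peaks, a difference not detectable at this number. The share of peaks overlapping the hCNCC reference set rose in 11 of 13 variants, by 5.37 points on average (SD 6.06, n = 13, exact sign-flip p = 0.00293).

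**Figure D2:**
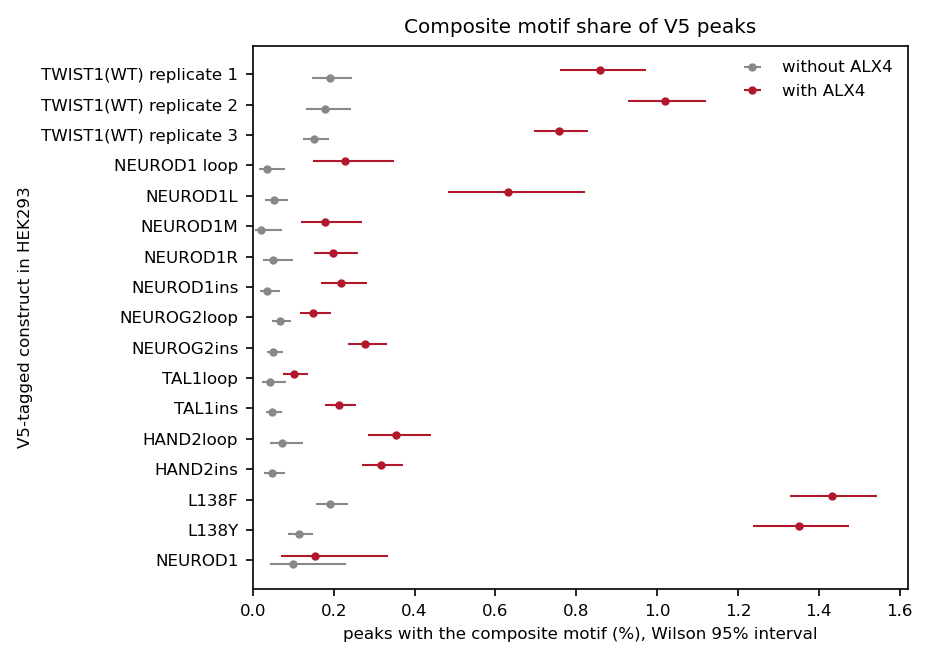
Composite motif share, in percent of peaks, of each HEK293 construct with and without ALX4, with Wilson 95% intervals from single lists. L138F reached 1.43% with ALX4 and TAL1loop 0.101%.

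V5 marked the tagged homeodomain factors in hCNCC at 0 h. ALX1FV had 1389 and 376 peaks, ALX1FV ALX4- 920 and 1116, MSX1FNV 50 and 278, and PRRX1FV 2 and 1. The V5 peaks overlapped the TWIST1 reference set in 97.6% and 99.7% of cases in ALX1FV, 99.3% and 98.5% in ALX1FV ALX4-, and 94.0% and 93.9% in MSX1FNV. A reciprocal overlap lowered the means to 3.95%, 3.92% and 5.70%. The composite motif occurred in 2.38% and 2.93% of ALX1FV peaks and 3.04% and 3.41% of ALX1FV ALX4- peaks, and in 4.00% and 1.08% of MSX1FNV peaks, which are 2 and 3 peaks. TWIST1 in ALX1FV ALX4- cells, which lack ALX4, had 52890 and 43274 peaks. Its composite motif share was 2.52% ± 0.0621 (SD, n = 2) against 2.48% ± 0.0347 (SD, n = 2) in WT. The exact permutation test gave p = 0.667, where 0.333 is the smallest possible. The difference among the 2000 strongest peaks was 1.18 percentage points.

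H3K27ac was compared between times of dTAGV-1 in each line by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In TWIST1FV, 6520 of 123361 peaks changed at 3 h, 1241 up and 5279 down, and 16982 at 24 h, 5276 up and 11706 down. The share falling was 81.0% and 68.9%. DESeq2 called 6010 and 13541. The replicate left out that moved these most was replicate 1 at 0 h, without which 3261 peaks were called at 3 h. The median of all peaks was 0.11 at 3 h and 0.16 at 24 h (log2) when scaled by library size alone, against 0.023 and 0.033 with TMM factors, and 72.5% and 59.8% of calls then fell. Changes are therefore relative to the other peaks. Of the peaks called at 3 h, 4875 of 5279 falling and 1007 of 1241 rising were also called in the same direction at 24 h, and 0 in the opposite one. The log2 fold changes at the 2 times correlated across peaks at 0.737, with the same sign in 77.5%, against 0.496 and 66.6% in simulated unchanged libraries that share the 0 h control. Peaks are not independent replicates. Of the peaks falling at 3 h, 94.9% were TWIST1-bound, of those rising 19.8%, and of all tested peaks 30.3%.

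Of the named peaks that fell in TWIST1FV, each overlapped the TWIST1 reference set, and those that rose did not. At 3 h the peak at chromosome 8, 120252269 to 120252769 (hg38), in an intron of COL14A1, fell by 4.68 on the log2 scale (SE 0.64, FDR 0.000344), from 62 and 48 counts to 2 and 2, a ratio of 0.0377 with an exact 95% counting interval of 0.0101 to 0.0993. Chromosome 4, 21492941 to 21493441, in an intron of KCNIP4, fell by 3.95 (FDR 0.000240), and chromosome 2, 49646359 to 49646859, intergenic, fell by 3.88 (FDR 0.000146). Chromosome 10, 98045696 to 98046196, intergenic and 14868 bp upstream of CRTAC1, went from 0 and 0 counts to 16 and 14, at least 5.14-fold higher against a floor of 3 counts per library, or 2.57-fold if both mates of each pair were counted (FDR 0.00126). Chromosome 1, 26337454 to 26337954, in an intron of CRYBG2, rose by 3.84 (SE 0.76, FDR 0.00557), a ratio of 15.03 from 2 and 2 counts (5.56 to 57.01), and without replicate 1 at 3 h it was no longer called, at 2.77. The CRYBG2 peak lies 208 bp upstream of an annotated start site of CRYBG2. Chromosome X, 104742515 to 104743015, in an intron of IL1RAPL2, rose by 3.66 (SE 0.69, FDR 0.00408), a ratio of 13.5 from 2 and 2 counts (4.96 to 51.3). At 24 h chromosome 16, 17754221 to 17754721, intergenic, went from 68 and 68 counts to 2 and 0, a ratio of 0.0136 (0.00163 to 0.05003, FDR 2.42e-05). Its fitted log2 change of -6.03 was -9.08 without 24 h replicate 1. Chromosome 11, 18817704 to 18818204, intergenic, went from 75 and 54 counts to 0 and 2, a ratio of 0.0143 (0.00172 to 0.0528), and its fitted change of -5.97 was -9.06 without 24 h replicate 2. Chromosome 9, 116250784 to 116251284, in an intron of PAPPA, fell by 5.75 (SE 0.38, FDR 8.02e-08). The chromosome 10 peak was at 76 and 73 counts, at least 22.9-fold higher, or 11.4-fold if both mates were counted (FDR 3.60e-06). Chromosome 10, 98046858 to 98047358, rose by 5.17, and chromosome 6, 125356832 to 125357332, intergenic and 54754 bp upstream of HDDC2, by 5.23 (SE 0.34, FDR 7.89e-08), from 6 and 20 counts to 616 and 433. H3K27ac at the TWIST1 start site, chromosome 7, 19117409 to 19117909, changed by 0.05 (FDR 0.939) and 0.24 (FDR 0.568), the first at -0.045 without 0 h replicate 2 and the second at 0.41 and 0.12 without 24 h replicate 1 or 2. This mark does not measure the protein, whose loss shows in the TWIST1 peaks.

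The other lines had few called peaks. The peaks tested numbered 120860 in WT, 110426 in ALX1FV, 122000 in ALX1FV ALX4- and 120925 in PRRX1FV. Each count given below at an unadjusted p under 0.05 is less than a share of 0.05 of these. Such a share arises without any change, so these counts are not signs of change. By edgeR, WT had 0 at 3 h (4138 at an unadjusted p under 0.05, 0 by DESeq2) and 0 at 24 h (4323, and 0 by DESeq2). ALX1FV had 0 by edgeR at 3 h (1780, and 0 by DESeq2) and 0 at 24 h (2032, and 0 by DESeq2), with 1 at 24 h when replicates were paired as clones. ALX1FV ALX4- had 0 by edgeR at 3 h (5579, and 0 by DESeq2) and 34 at 24 h, 1 up and 33 down (27 by DESeq2). Pairing the clones raised these to 2 and 190. Leaving out ALX1FV ALX4- libraries gave 84 and 235 at 24 h without replicate 1 or 2 at 0 h, and 0 without replicate 1 or 2 at 24 h. At 3 h it gave 3 and 134 without replicate 1 or 2 at 0 h and 12 without replicate 1 at 3 h. PRRX1FV had 0 by edgeR at 3 h (4727, and 0 by DESeq2) and 1 at 24 h (1 by DESeq2). Pairing gave 1 at 3 h. Without a replicate, PRRX1FV gave 2 (0 h replicate 2) or 5 (3 h replicate 1) at 3 h, and at 24 h 2 without either 0 h replicate and 0 without either 24 h replicate. MSX1FNV had 2 at 3 h and 5 at 24 h, all rising, with 0 at 3 h without 0 h replicate 2 and 8 at 24 h without 24 h replicate 1. WT gave 1 at 3 h without either 0 h replicate, 3 without 3 h replicate 2, and 1 at 24 h without 0 h replicate 2 or 24 h replicate 1.

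By the same rule, ALX1FV ALX4- at 24 h named chromosome 1, 242132044 to 242133295, in an intron of PLD5, which fell by 2.11 (SE 0.38, FDR 0.0173), a call lost with no filter (-2.10) and without 24 h replicate 1 (-1.93) or 2 (-2.30). It also named chromosome 12, 109435799 to 109436563, in an intron of MYO1H, which rose by 0.84 (SE 0.16, FDR 0.0497), a call lost with no filter (0.85), by DESeq2 (0.85), and without 0 h replicate 1 (0.90), 24 h replicate 1 (0.69) or 24 h replicate 2 (0.98). In PRRX1FV the peak at chromosome 19, 797562 to 798062, in an intron of PTBP1, fell by 0.90 (SE 0.13, FDR 0.000325), a call lost with no filter (-0.89) and without 24 h replicate 1 (-0.87) or 2 (-0.95). The PTBP1 peak lies 72 bp downstream of an annotated start site of PTBP1. In MSX1FNV at 24 h chromosome X, 130418857 to 130420132, intergenic and 7654 bp downstream of RBMX2, rose by 3.34 (SE 0.36, FDR 8.68e-06), from 10 and 14 counts to 83 and 140. The other MSX1FNV calls were chosen after their values were seen. Chromosome 1, 240719731 to 240720659, intergenic, rose by 1.44 at 3 h (SE 0.23, FDR 0.0458), a call held under 4 of 7 alternatives and in 3 of 4 fits without a library, and 2.33 at 24 h (SE 0.23, FDR 1.35e-06). Chromosome 6, 11714281 to 11715484, in an intron of ADTRP, rose by 1.67 (SE 0.22, FDR 0.00271, called in 3 of 4 fits without a library) and 2.31 (SE 0.22, FDR 1.35e-06). At 24 h only, chromosome 22, 46250607 to 46251107, in an exon of a lncRNA (ENSG00000289858), rose by 1.73 (SE 0.21, FDR 0.000152), and chromosome 22, 46249732 to 46250561, in an intron of CDPF1, by 1.295 (SE 0.22, FDR 0.0371), the latter called under 5 of 7 alternatives and in 1 of 4 fits without a library. The CDPF1 peak overlaps an annotated start site of CDPF1, and the lncRNA peak lies 222 bp downstream of one of ENSG00000289858. At the start sites of the targeted genes other than TWIST1 no change was called by edgeR. The ALX1 peak, chromosome 12, 85277883 to 85281060, changed by -0.03 and 0.00039 in ALX1FV. The ALX4 peak, chromosome 11, 44309451 to 44310782 in a UTR, changed by -0.16 and -0.30 in ALX1FV ALX4-, the first at -0.064 without 0 h replicate 1. The PRRX1 peak, chromosome 1, 170663040 to 170663922, changed by 0.04 and -0.02 in PRRX1FV, and the MSX1 peak, chromosome 4, 4859361 to 4860362, by -0.16 and -0.09 in MSX1FNV. Of these, all but the ALX4 peak changed sign at both times in some fit without 1 library.

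Whether lines responded differently was tested by interaction terms in the joint fit of 174645 peaks. Each count given below at an unadjusted p under 0.05 is less than a share of 0.05 of these, which arises without any change. TWIST1FV differed from WT in 4111 peaks at 3 h, 441 higher and 3670 lower, and in 10609 at 24 h, 2023 higher and 8586 lower (edgeR). DESeq2 gave 5516 and 11661. Without TWIST1FV 0 h replicate 1 the count at 3 h was 2624. ALX1FV ALX4- differed from WT in 7 peaks at 24 h, all lower (24 by DESeq2, 144 with clones paired). Without 1 library it ranged from 1, without either WT 0 h replicate, to 14, without ALX1FV ALX4- 0 h replicate 1; it was 4 and 3 without WT 24 h replicate 1 or 2, 3 without ALX1FV ALX4- 0 h replicate 2 and 2 without its 24 h replicate 1. At 3 h edgeR called 0 (5570 at an unadjusted p under 0.05, 0 by DESeq2), or 8 with pairing. ALX1FV against WT gave 0 by edgeR at 3 h and 24 h (6099 and 6625, 0 by DESeq2), PRRX1FV 0 and 0 (5118 and 5462, 0 by DESeq2), and MSX1FNV 0 and 0 (5841 and 6410, 0 and 1 by DESeq2). ALX1FV ALX4- against ALX1FV gave 0 by edgeR at both times (6104 and 6777, 0 by DESeq2), or 1 and 57 with pairing. Without ALX1FV ALX4- 0 h replicate 2 these were 1 and 17, and at 24 h 1 without ALX1FV 24 h replicate 1 or ALX1FV ALX4- 24 h replicate 2. Before treatment, ALX1FV ALX4- and ALX1FV differed in 5341 peaks, 1276 higher and 4065 lower in ALX1FV ALX4-, with 1972 and 2981 without its replicate 1 or 2 and 3259 without ALX1FV replicate 2. At 0 h, edgeR called 720 peaks between ALX1FV and WT, 4630 for PRRX1FV, 4539 for MSX1FNV, 14794 for ALX1FV ALX4- and 130 for TWIST1FV. Line and batch of culture cannot be told apart at 0 h.

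Bound and unbound peaks were compared by camera in limma. In TWIST1FV the median of 37359 TWIST1-bound peaks was 0.69 below that of 86002 unbound peaks at 3 h, at -0.51 against 0.18 (adjusted p = 2.34e-23), and 0.96 below at 24 h, at -0.73 against 0.23 (adjusted p = 1.49e-32). Bound peaks of TWIST1FV at 0 h, the alternative that moved it most, gave differences of -0.82 and -1.21. In WT the difference was -0.00015 (adjusted p = 0.999) and -0.0063. ALX1FV ALX4- gave -0.08 (adjusted p = 0.0678, and -0.048 without 3 h replicate 1) and -0.12 (adjusted p = 0.00941), the latter no longer past the threshold without either 0 h replicate (-0.12 and -0.12) or either 24 h replicate (-0.08 and -0.11). In ALX1FV it was -0.04 (adjusted p = 0.569) and -0.06 (adjusted p = 0.426), in PRRX1FV 0.0050 and -0.02, and in MSX1FNV 0.03 and -0.04. Several of these uncalled differences changed sign without 1 library: in WT without 3 h replicate 1 (0.022) or 2 (0.025) and without 24 h replicate 2 (0.0066), in ALX1FV without 3 h replicate 1 (0.037) and 24 h replicate 1 (0.028), in PRRX1FV without 0 h replicate 2 (-0.032) at 3 h and 24 h replicate 2 (0.025), and in MSX1FNV without 0 h replicate 2 (-0.053) or 3 h replicate 1 (-0.037) at 3 h and 24 h replicate 2 (0.025). At V5-bound peaks, ALX1FV gave -0.05 (adjusted p = 0.102, with -0.00053 and -0.029 without 3 h replicate 1 or 2) and -0.09 (adjusted p = 0.00863), a call lost without 0 h replicate 1 (-0.10) or 2 (-0.08) and reversed without 24 h replicate 1 (0.0090). ALX1FV ALX4- gave -0.08 (adjusted p = 0.00282) and -0.13 (adjusted p = 5.86e-05), the first lost without 3 h replicate 1 (-0.05) and the second at -0.069 without 24 h replicate 1. MSX1FNV rose by 0.13 (adjusted p = 5.86e-05) and 0.08 (adjusted p = 0.00116) at 289 peaks, the latter at 0.042 without 0 h replicate 1. The fry test asks whether a set changed at all and does not compare it with the other peaks. By fry, TWIST1-bound peaks of TWIST1FV had an adjusted p of 0.0199 at 3 h and 0.0110 at 24 h. Under it all of these calls held but that of ALX1FV at V5-bound peaks at 24 h.

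**Figure D3:**
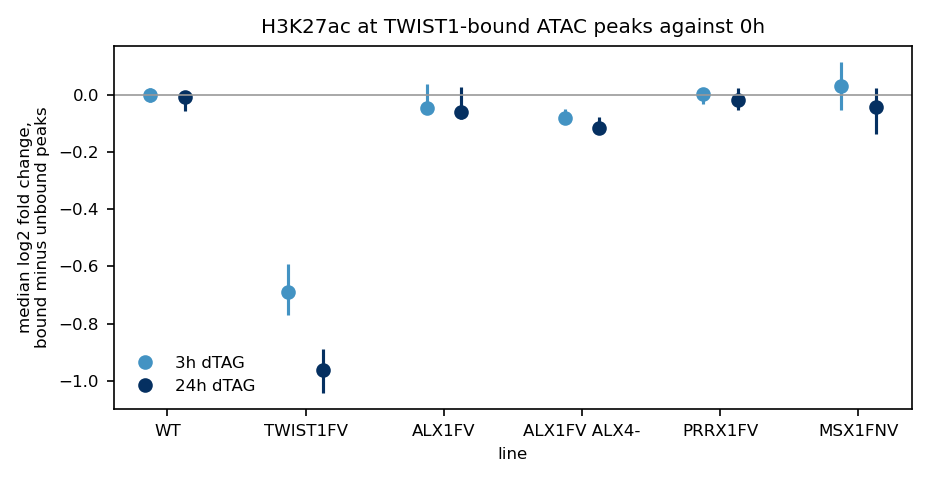
Median log2 fold change of H3K27ac at TWIST1-bound minus unbound peaks in each line at 3 h and 24 h, with bars for the range when each library is left out. TWIST1FV was at -0.69 and -0.96, and WT at -0.00015 and -0.0063.

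Mouse tissues were compared by their TWIST1 peak lists in mm39, leaving out chromosome 19. FL had 46082 peaks, FNP 41893, HL 40430, Md 24933 and Mx 17938, with composite motif shares of 2.32%, 2.34%, 2.56%, 3.51% and 3.97%. The Jaccard index was 0.594 for FL with HL, 0.510 for Mx with Md, 0.365 for FNP with Mx, 0.396 for FNP with Md and 0.437 for FNP with FL. Lists of unlike length limit this index. Of the shorter list, 89.6% was shared for FNP with Mx, 76.4% for FNP with Md and 63.8% for FNP with FL. Among the 2000 strongest peaks the order of these 3 pairs reversed, with indices of 0.568, 0.484 and 0.440. Pairs from one region averaged 0.466 and face with limb pairs 0.379, a difference of 0.0871, which has no replicate check and was 0.122 among the 2000 strongest peaks. Peaks found in all 3 facial tissues and neither limb numbered 673, of which 2.38% had the composite motif (Wilson 95% interval 1.47 to 3.83). Limb-only peaks numbered 7870 with 1.23% (1.01 to 1.5012), and peaks in all 5 tissues 11807 with 4.76% (4.39 to 5.16). The face-only peaks named were chromosome 4, 21986367 to 21987419, in an intron of Faxc, chromosome 8, 24901936 to 24902601, in an exon of Gm30692, and chromosome 2, 97872878 to 97873484, intergenic. Their lowest -log10 q were 83.1, 72.4 and 55.9, and the Gm30692 peak overlaps an annotated start site of that gene. The limb-only peaks were chromosome 14, 98105083 to 98106629, in an intron of Dach1, chromosome 3, 127974600 to 127975587, in an intron of D030025E07Rik, and chromosome 4, 114573551 to 114574496, intergenic, with 338, 283 and 222.

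**Figure D4:**
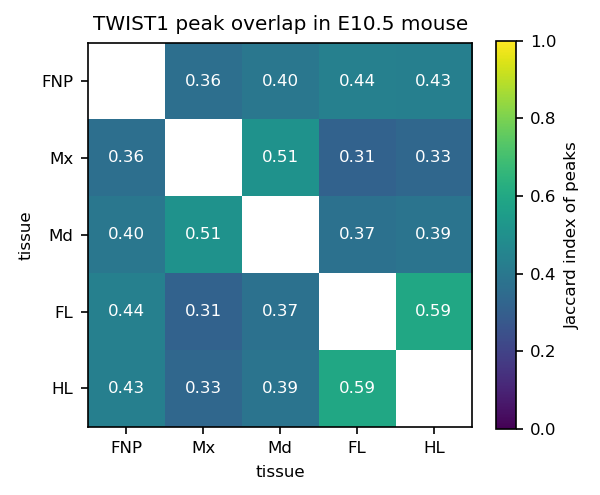
Jaccard index of the TWIST1 peak lists for each pair of the 5 mouse tissues, single lists. FL with HL had the highest index, 0.594.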

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

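Of the tests in this part, those on list length, on the spread between replicates and on thinning all 36 libraries were chosen after the result was seen, as was setting the simulation of ALX1FV ALX4-, itself run before the tests, beside its calls.

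The H3K27ac response to dTAGV-1 differed between TWIST1FV and WT by an interaction test in 4111 peaks at 3 h and 10609 at 24 h, and the count at 3 h was 2624 without TWIST1FV 0 h replicate 1. Scaling by composition would move bound and unbound peaks alike, but TWIST1-bound peaks in TWIST1FV lay -0.69 from unbound ones. GC content would not leave a difference among peaks of like GC, but in 10 bins of GC the highest was -0.084 and all 10 were negative. The biological coefficient of variation between replicates was 0.249 against 0.178 in WT, so a smaller spread than in WT is not behind the calls. With the 6 TWIST1FV libraries thinned to the lowest of their totals, 7163998, edgeR called 16638 peaks in that line at 24 h. With all 36 libraries thinned to 5137169, the interaction was called in 3641 peaks at 3 h and 9279 at 24 h, so library size does not account for it. The same treatment in WT gave a bound minus unbound difference of -0.00015. The spike-in was not used here, so a change of all peaks together is open, as are the differences of clone and line that go with the degradable tag. A candidate explanation is loss of TWIST1 from its own sites, since at 3 h the median of bound peaks was -0.51 and that of unbound peaks 0.18. It is a hypothesis tested on the data it came from.

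ALX1FV ALX4- differed from WT in 7 peaks at 24 h, all lower. The count was 1 without either WT 0 h replicate, 4 and 3 without WT 24 h replicate 1 or 2, 14 and 3 without ALX1FV ALX4- 0 h replicate 1 or 2, and 2 without its 24 h replicate 1. With clones paired it was 144, 2 higher and 142 lower, with only the 2 lines compared 30, and by DESeq2 24, so the number depends on the fit, and which peaks differ was not compared. As a set, the peaks that lost H3K27ac in TWIST1FV at 3 h lay -0.18 from other TWIST1-bound peaks in ALX1FV ALX4- at 24 h, and -0.019 in WT, which argues against a response to dTAGV-1 alone. At the V5 peaks of ALX1FV ALX4-, WT at 24 h showed -0.0095. In the simulated 24 h test within this line, at peaks above the median level, 27 of 100 changes were recovered when 2-fold and 82 of 100 when 4-fold. The interaction of this line with WT was not simulated, so these values do not give its power. The simulated interaction, TWIST1FV with WT, recovered 2 of 100 and 40 of 100. Changes under 2-fold were not simulated. A shared dependence of these peaks on TWIST1, ALX1 and ALX4 may explain the -0.18, but the clone and culture batch of the line stay open.

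The share of peaks overlapping the hCNCC reference set rose with ALX4 in all 3 TWIST1(WT) replicates and fell by 0.998 percentage points in NEUROD1R, fell by 0.708 in TAL1loop and fell by 1.26 in NEUROD1. This difference from TWIST1(WT) was not tested, as these constructs have single lists. When only the 2000 strongest peaks were kept, the share rose in all of them, the lowest rise being 4.35 points, so the falls may come from the length of the lists. Length does not account for all of the contrast, since the rises in TWIST1(WT) were then 23.4 to 31.55 points and the highest of these 14.4. No biological explanation was tested.

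The double E-box share fell with ALX4 in the 3 TWIST1(WT) replicates and rose by 0.272 percentage points in NEUROD1L, 0.490 in NEUROG2loop, 0.121 in NEUROG2ins, 0.0918 in TAL1loop, 0.0026 in TAL1ins and 0.0395 in HAND2ins. The difference from TWIST1(WT) was not tested. With every list held to its 2000 strongest peaks, TWIST1(WT) fell by 3.75, fell by 4.25 and fell by 3.35, while 5 of the 6 rose, by 0.05 to 1.70, and NEUROD1L was at -0.25. All 6 stayed above the TWIST1(WT) range, which argues against list length for the contrast. For the direction in each of the 6, at most 1.70 in NEUROG2loop, list length and the construct cannot be told apart, because each has 1 list with and 1 without ALX4 and so no spread between replicates. What else differs between these single lists was not tested.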

How the results depend on the processing

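Halved counts and the homeodomain core TAAT were chosen after the data were seen, and the other alternatives before. Where a value changed, the cause was not tested unless stated.

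Bound minus unbound differences of TWIST1FV kept their direction and call under every alternative and left-out library, from -0.77 to -0.59 at 3 h and -1.04 to -0.89 at 24 h without 1 library. Over the alternatives for TWIST1-bound peaks in the 6 lines, 64 values kept direction and side of the threshold, 5 reversed, 2 became called and 1 lost its call. For V5-bound peaks, 17 kept and 1 lost its call. For counts of called peaks, 75 stayed within 1.5 times and 14 moved further. For interactions, 61 stayed and 11 moved. For named peaks, 190 kept, 1 reversed and 4 lost their call. For peak lists, 36 stayed and 39 moved.

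With the replicate as a block, TWIST1FV at 3 h had 12914 called peaks and the interaction with WT 8156. There the samples share only a number, as in WT and MSX1FNV, with correlations of deviations of 0.105, 0.0766 and 0.140 in TWIST1FV, 0.0921, 0.0809 and 0.0779 in MSX1FNV, and 0.0425, 0.0354 and 0.0384 in WT. The block gave 7 and 26 calls in MSX1FNV at 3 h and 24 h, and 5 in the interaction of MSX1FNV with WT at 24 h. Where replicates are clones, it gave 1 in ALX1FV at 24 h, 2 and 190 in ALX1FV ALX4- at 3 h and 24 h, 1 in PRRX1FV at 3 h, 8 and 144 in the interaction of ALX1FV ALX4- with WT, and 1 and 57 in that with ALX1FV. The ALX1 start site in ALX1FV at 24 h changed sign to -0.0041. In the lines whose replicates are clones, the pairing changed no other number of calls. At 24 h the block raised the calls in TWIST1FV from 16982 to 23197. In its interaction with WT they rose from 10609 to 14997, both within 1.5 times.

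With no filter more peaks are tested. ALX1FV ALX4- had 9 calls at 24 h, PRRX1FV 0 at 24 h by edgeR, MSX1FNV 1 at 3 h, and MSX1FNV against WT 1 at 24 h. The bound minus unbound difference was 0.0014 in ALX1FV at 3 h, 0.0082 in WT at 24 h and -0.11 in ALX1FV ALX4- at 24 h. Halved counts gave 58 in ALX1FV ALX4- at 24 h and 1 in MSX1FNV at 3 h, and loess offsets also 1 there. With only the 2 lines compared, ALX1FV ALX4- and ALX1FV differed in 3257 peaks at 0 h, and the interaction with WT at 24 h had 30 for ALX1FV ALX4- and 2 for MSX1FNV. DESeq2 gave 24 and 1 for these. Under fry, which does not compare a set with other peaks, V5-bound peaks of ALX1FV at 24 h were no longer called. Their difference was -0.093. With TWIST1FV peaks as the bound set, ALX1FV ALX4- at 3 h was called at -0.081 and WT reversed to 0.0011. With a -log10 q of at least 5 these were -0.087 and 0.0026, and with reciprocal overlap WT was 0.0023.

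Among peaks with a -log10 q of at least 5, the composite share of AP2a minus TWIST1 was -2.60 (Cell Signaling) and -2.59 (Novus) and the overlap 46.3% and 47.5%. RS4;11 was at -2.78 with an overlap of 10.1%. Differences from TWIST1 alone were 1.80 with ALX4, 4.31 with MSX1, 2.33 with PHOX2A, 0.760 with PRRX1a, 0.790 with PRRX1b and 0.647 with pCAG plasmids, against 1.13, 2.54, 1.47, 0.378, 0.457 and 0.447 over full lists. The V5 overlap in ALX1FV ALX4- was 99.7%. In the narrower window AP2a was at -2.16 and -2.18, RS4;11 at -2.22, ALX4 at 0.716, MSX1 at 1.69, PHOX2A at 0.912, PRRX1b at 0.248 and pCAG at 0.270. A shorter window holds fewer motifs by construction. For the 2000 strongest peaks AP2a was at -5.05 and -5.05 with overlaps of 72.9% and 72.8%, RS4;11 at -5.30 with 27.8%, ALX4 at 2.80, MSX1 at 2.45, PHOX2A at 2.85, PRRX1a at 1.10, PRRX1b at 1.15, pCAG at 2.05, and TWIST1 in ALX1FV ALX4- minus WT at 1.18. With reciprocal overlap AP2a was at 26.008% and 26.6%, RS4;11 at 5.52%, and V5 at 3.95% in ALX1FV, 3.92% in ALX1FV ALX4- and 5.70% in MSX1FNV.

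Each library was left out in turn, and a lone library was assumed to vary like the other groups. Ranges of calls were 0 to 235 in ALX1FV ALX4- at 24 h and 0 to 134 at 3 h, 1972 to 3990 between ALX1FV ALX4- and ALX1FV at 0 h, 4 to 8 in MSX1FNV at 24 h and 0 to 3 at 3 h, 0 to 2 in PRRX1FV at 24 h and 0 to 5 at 3 h, 3261 to 6745 in TWIST1FV at 3 h, and 0 to 1 in WT at 24 h and 0 to 3 at 3 h, by edgeR. Interactions ranged from 0 to 17 for ALX1FV ALX4- against ALX1FV at 24 h and 0 to 1 at 3 h, 1 to 14 for ALX1FV ALX4- against WT at 24 h, and 2624 to 3648 for TWIST1FV against WT at 3 h. Bound minus unbound differences ranged from -0.026 to 0.025 in WT at 3 h and -0.055 to 0.0066 at 24 h, -0.057 to 0.037 in ALX1FV at 3 h and -0.083 to 0.028 at 24 h, -0.10 to -0.048 in ALX1FV ALX4- at 3 h and -0.12 to -0.076 at 24 h, -0.032 to 0.016 in PRRX1FV at 3 h and -0.052 to 0.025 at 24 h, and -0.053 to 0.12 in MSX1FNV at 3 h and -0.14 to 0.025 at 24 h. At V5-bound peaks they ranged from -0.073 to -0.00053 in ALX1FV at 3 h and -0.12 to 0.0090 at 24 h, -0.10 to -0.049 in ALX1FV ALX4- at 3 h and -0.14 to -0.069 at 24 h, and 0.094 to 0.15 in MSX1FNV at 3 h and 0.042 to 0.11 at 24 h. The fitted changes of the TWIST1FV peaks with 2 counts at 24 h ranged from -9.08 to -5.17 on chromosome 16 and -9.06 to -4.95 on chromosome 11. At start sites they ranged from -0.18 to 0.16 for ALX1 in ALX1FV at 24 h and -0.19 to 0.14 at 3 h, -0.0075 to 0.35 in ALX1FV ALX4- at 24 h and -0.11 to 0.33 at 3 h, -0.44 to 0.18 for MSX1 at 24 h and -0.40 to 0.041 at 3 h, -0.13 to 0.070 for PRRX1 at 24 h and -0.17 to 0.21 at 3 h, -0.045 to 0.11 for TWIST1 at 3 h and 0.12 to 0.41 at 24 h, and -0.24 to -0.064 for ALX4 at 3 h and -0.40 to -0.20 at 24 h. Library totals and 2 replicates may limit what small changes can be called, but changes under 2-fold were not simulated.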

Other observations

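The tests of even counts, of a rise at all TWIST1-bound peaks in MSX1FNV, of E-boxes in the peaks left at 3 h and of E-boxes in the V5 lists were chosen after the result was seen. The simulations of all lines were run before the tests, but using those of lines other than ALX1FV to weigh few calls was chosen after.

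At TWIST1-bound peaks with the composite motif, H3K27ac in TWIST1FV at 3 h fell more than at other bound peaks, with a difference of medians of -0.25 (889 against 36470 peaks, camera in limma, adjusted p = 0.0254). At 24 h it was -0.24 (adjusted p = 0.367). Motif peaks may differ because TWIST1 enrichment is higher there: in 5 bins of TWIST1 peak strength, from weakest to strongest, the difference was -0.64, -0.18, -0.06, 0.02 and -0.0017, so it was below -0.1 in 2 of 5. The first 2 bins held only 35 and 116 motif peaks. Dependence on the motif itself stays open in the weaker peaks. At 376 peaks with a double E-box the difference was also negative, -0.18 at 3 h and -0.46 at 24 h, which was not tested. A larger fall may therefore not be particular to the composite motif.

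The rise of the composite motif share with ALX4 in HEK293 cells held among the 2000 strongest peaks, where the lowest of the 3 rises was 2.45 percentage points, which argues against list length. GC content would raise all gaps alike, but the lowest ratio with to without ALX4 at 4 bp was 4.52, while at the other gaps pooled the highest was 2.44. Recruitment of TWIST1 to composite motifs by ALX4 is a candidate explanation, untested against the amount of each protein.

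Of the TWIST1 peaks left at 3 h in TWIST1FV, 76.3% and 76.7% had an E-box at the summit, against 27.4% and 26.5% of their flank windows, which argues against regions unrelated to TWIST1 as the source of the set. Few of them, 0.240% and 0.135%, overlapped the 463 V5 peaks of HEK293 cells given pUC19, a list from another cell type. Part of them may still be regions enriched in other hCNCC libraries, since 66.8% and 67.3% also overlapped an AP2a peak (Novus). Their composite motif share was 6.23% and 5.55%, against 2.46% and 2.68% of all 0 h peaks and 4.25% and 4.50% of the 2000 strongest 0 h peaks. In the V5 lists, 63.1% and 67.3% of ALX1FV peaks, 74.1% and 72.5% of ALX1FV ALX4- peaks and 54.0% and 57.9% of MSX1FNV peaks had an E-box, with at most 26.5% of flank windows in the first 2 lines and 25.9% in MSX1FNV. By the same reading this argues against antibody background unrelated to TWIST1 sites in these lists. Background that gathers at strongly bound TWIST1 sites was not tested. PRRX1FV had 2 and 1 peaks with V5, too few to say.

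In the mouse lists a gap of 13 bp was also enriched over the flanks, at 28.3 in FNP, 23.7 in Mx, 30.1 in Md, 9.95 in FL and 14.3 in HL. The bases between the sites were close to TAAGGCATTTTCT, with at most 3 mismatches in 89.8%, 77.0%, 79.4%, 67.1% and 70.6% of sites. This is consistent with a repeat family, the lowest share being 67.1%. Whether the sites are annotated as repeats was not tested, since the reference used is not masked.

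The even counts are consistent with both mates of each pair being counted, at a lowest share of 76.7% over the 36 libraries. If so, precision is overstated by the raw counts. Halved counts, an alternative added after the data were seen, gave 8033 called peaks in TWIST1FV at 3 h and 18128 at 24 h. These were out of 65184 tested peaks, while full counts gave 6520 and 16982 out of 123361. Testing fewer peaks lightens the adjustment, and the spread was estimated anew on the halved counts. The number of calls can therefore not show whether precision was overstated.

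In ALX1FV the lack of calls may reflect power for small changes, with 5 of 100 simulated 2-fold changes (5.0%) and 61 of 100 4-fold changes recovered. This holds for the unpaired test at peaks above the median level. The simulation used the unpaired spread and no clone effect, so the power with clones paired is not known. In ALX1FV ALX4-, PRRX1FV and MSX1FNV, 27, 34 and 33 of 100 2-fold changes were recovered, and 82, 80 and 69 of 100 4-fold changes. Peaks called there at 24 h numbered 34, 1 and 5. Most 4-fold changes at peaks above the median level would thus be called, but most 2-fold changes would be missed. Whether the number of replicates gave the few calls in these lines can therefore not be told. Changes under 2-fold were not simulated. The number of replicates does not by itself give few calls, as TWIST1FV had 16982 calls at 24 h with 10 of 100 2-fold changes recovered. The peaks that lost H3K27ac in TWIST1FV at 3 h lay -0.18 from other TWIST1-bound peaks in ALX1FV ALX4- at 24 h (adjusted p = 6.97e-08), with 77.1% falling against 56.6%. At 3 h it was -0.14 (adjusted p = 1.64e-06). In ALX1FV it was -0.065 at 3 h (adjusted p = 0.0749) and -0.08 at 24 h (adjusted p = 0.0142). For this set, clones were not paired and the difference between these lines was not tested. At MSX1 V5 peaks the rise in MSX1FNV was not seen in WT, at -0.0038 at 3 h. At all TWIST1-bound peaks of MSX1FNV the difference was -0.043 at 24 h, which argues against a rise shared by them at that time. At 3 h it was 0.032, and 0.12 without 3 h replicate 2 or 0.059 without 0 h replicate 1, at least 0.5 times the V5 rise in those 2 of 4 fits, so a shared rise stays open there. A hypothesis is that MSX1 limits H3K27ac at these peaks, which rests on 289 peaks in 2 replicates.

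The 5341 peaks differing between ALX1FV ALX4- and ALX1FV at 0 h could come from the loss of ALX4 or from the batch of differentiation. ALX1FV differed from WT in 720 peaks, PRRX1FV in 4630, MSX1FNV in 4539, TWIST1FV in 130 and ALX1FV ALX4- in 14794. The last is the highest, but this line also has its own culture, so the ALX4 allele and the batch cannot be told apart.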
